# Genome-wide analysis of MpBHLH12, a IIIf basic helix-loop-helix transcription factor of *Marchantia polymorpha*

**DOI:** 10.1007/s10265-019-01095-w

**Published:** 2019-03-06

**Authors:** Haruka Arai, Kazuya Yanagiura, Yuko Toyama, Kengo Morohashi

**Keywords:** *Arabidopsis thaliana*, bHLH transcription factor, Gene regulatory network, *Marchantia polymorpha*

## Abstract

The evolution of plants on land required adaptation to UV radiation and dry environments, and involved the appearance and/or rewiring of genetic connections, known as gene regulatory networks (GRNs), which consist of one or more transcription factors (TFs). The liverwort, *Marchantia polymorpha*, is a basal land plant, with a recently sequenced genome. The number of genes encoding basic helix-loop-helix (bHLH) family members is considerably higher in *M. polymorpha* than in charophyte green algae, suggesting the contribution of bHLH proteins to the evolution of GRNs associated with the adaptation of plants to land. Although an understanding of the evolutionary aspects of GRNs is fundamental for elucidating the mechanisms of environmental adaptation, the evolution of GRNs that led to land adaptation in plants remains poorly understood. In this study, we isolated a single gene encoding a IIIf bHLH TF from *M. polymorpha, MpBHLH12*. Transgenic *M. polymorpha* constitutively overexpressing *MpBHLH12* showed smaller and fewer gemma cups than wild type, suggesting that MpBHLH12 is involved in the regulation of morphological development. Transcriptomic analysis of *MpBHLH12* overexpressor (MpBHLH12ox) lines revealed an overlap with the GRN of *MpMYB14*, which regulates the biosynthesis of anthocyanins and phenolic compounds. However, MpBHLH12ox did not show anthocyanin accumulation. Results of the transient reporter assay suggest that *MpBHLH12* could function in repression rather than activation. Our findings suggest that although the IIIf bHLH MpBHLH12 shows highest amino acid similarity with IIIf bHLH clade and is involved in developmental process and partly biosynthesis of phenolic compounds in *M. polymorph*a like Arabidopsis IIIf bHLH, the GRN involving *MpBHLH12* would be distinct one from those of the IIIf bHLH TFs of seed plants.

**Electronic supplementary material:**

The online version of this article (10.1007/s10265-019-01095-w) contains supplementary material, which is available to authorized users.

## Introduction

Morphological traits of plants have evolved to adapt to the local environment. Bryophytes, the first land plants (Bowman et al. 2017), have been classified as mosses, hornworts, and liverworts. Unlike other terrestrial plants, bryophytes lack vasculature and roots, although they produce root-like structures. Since the surface of land was drier and more exposed to UV radiation than the interior of the sea, bryophytes needed to adapt to such harsh environmental conditions. This adaptation was fundamentally driven by genes and gene regulatory networks (GRNs), which represent the regulatory connections among genes. Because GRNs are not a physical entity and cannot be directly observed, rewiring within GRNs and/or appearance of new GRNs not associated with morphological changes can rarely be detected. Recent technical advances have allowed the precise survey of differences in gene expression on a genome-wide scale, thus enabling an in-depth analysis of GRNs. Transcription factors (TFs) are central to the constitution of a GRN. A TF regulates gene expression, and various genes regulated by multiple TFs are connected to one another, forming a GRN. TFs are classified into various types based on the protein structure, such as DNA-binding and protein−protein interacting regions. Genome sequences of plants suggest that, during evolution from charophyte green algae to bryophytes, certain TFs have remarkably increased in number (Catarino et al. 2016). The TF families that increased in size after terrestrialization are thought to be involved in the adaptation of plants to land environments. The basic helix-loop-helix (bHLH) family is one of the largest TF families in bryophytes (Bowman et al. 2017; Pires and Dolan 2010). Genes encoding bHLH proteins in the genome of *Marchantia polymorpha* L., a liverwort, are remarkably higher in number than those encoding other types of TFs such as MYB, suggesting the potential role of bHLH proteins in the development of new traits (Bowman et al. 2017; Pires and Dolan 2010). These traits are responsible for the evolution of new GRNs capable of protecting plants against environmental stresses on land. Although genome-wide approaches allow the analysis of GRNs, further studies are required for understanding how GRNs evolved and acquired new regulatory connections.

The evolution of GRNs is the most thoroughly studied in the seed plant *Arabidopsis thaliana* [see the review (Gupta and Tsiantis 2018)]. Various bHLH proteins involved in root hair formation in *A. thaliana* are also conserved in the moss, *Physcomitrella patens*. A common ancestor of the GRN of genes encoding bHLH proteins has been proposed to be involved in root hair formation; however, considerable hierarchical architectural changes throughout the evolution of plant vasculature (Pires et al. 2013; Tam et al. 2015). A GRN required for multiple biological events could help elucidate the acquisition of multiple regulatory networks by GRNs and the evolution of the GRN of genes encoding bHLH proteins. AtGL3, one of the bHLH proteins in *A. thaliana*, positively regulates anthocyanin accumulation and trichome formation but negatively regulates root hair formation by forming a complex with the R2R3-type MYB and WD40 repeat proteins, called the MBW complex. Notably, the MBW complex is conserved throughout the plant kingdom (Feller et al. 2011; Ishida et al. 2008; Lloyd et al. 2017; Xu et al. 2015). Depending on the biological process regulated by a GRN, AtGL3 forms the MBW complex with different MYB TFs. The GRN of *AtGL3* is a remarkable tool for elucidating the evolution of GRNs. According to Heim’s classification, AtGL3 belongs to the IIIf bHLH protein family (Heim et al. 2003). This family of proteins is thought to be involved in specific biological events, such as organ development and secondary metabolism, by forming MBW complexes; the specificity of GRNs depends on the partner MYB proteins (Lloyd et al. 2017; Xu et al. 2015). In *A. thaliana*, four bHLH genes are classified in the IIIf clade: *AtGL3, AtEGL3, AtTT8*, and *AtMYC1*. Although the precise biological functions of the proteins encoded by these genes are not yet understood, they are known to be involved in trichome development and flavonoid biosynthesis (Maes and Inze 2008; Morohashi 2009; Symonds et al. 2011). The IIIf bHLH proteins are involved in specific but varied biological events. Thus, it would be interesting to compare the GRN of IIIf bHLH genes between the ancient land plant, *M. polymorpha*, and the established seed plant, *A. thaliana*. Despite the conservation of the IIIf bHLH domain among seed plants, it has not yet been reported in ancient terrestrial liverworts, and the evolution of such a specific GRN of IIIf bHLH genes remains poorly understood.

The genome of *M. polymorpha* was recently sequenced (Bowman et al. 2017). In this study, we successfully isolated the gene encoding a IIIf bHLH TF from *M. polymorpha*, and named it *MpBHLH12*. Overexpression of *MpBHLH12* in *M. polymorpha* reduced the size and number of gemma cups. Transcriptomic analysis of *MpBHLH12* ectopic expression in *M. polymorpha* suggests that MpBHLH12 regulates genes with diverse functions, unlike the IIIf bHLH TFs in *A. thaliana*, which regulate genes involved in specific biological pathways. Our results bring a possibility that MpBHLH12 might acts as a transcriptional repressor rather than a transcriptional activator of gene expression. Nonetheless, *MpBHLH12* showed interaction with MYB proteins of the MBW complex of *A. thaliana*. Taken together, these findings suggest that a GRN of the IIIf bHLH TF in *A. thaliana* might have been evolved from the GRN of *MpBHLH12*, perhaps by gaining transcriptional activation activity.

## Materials and methods

### Plant materials

In this study, a male strain of *M. polymorpha*, Takaragaike-1 (Tak-1), and *A. thaliana* ecotypes Colombia (Col-0) and Landsberg (Ler) were used as wild strains.

### Plasmid construction

250 µL of super optimal broth with catabolite repression (SOC) medium (20 g L^−1^ Bacto Tryptone, 5 g L^−1^ Bacto Yeast Extract, 10 mM NaCl, 2.5 mM KCl, and 0.2 M glucose) was added to the mixture, and cells were cultured for recovery at 37 °C for 1 h. The cultured cells were transferred to Luria Bertani (LB) agar medium (10 g L^−1^ Bacto Tryptone, 5 g L^−1^ Bacto Yeast Extract, 10 g L^−1^ NaCl, and 15 g L^−1^ agar) containing appropriate antibiotics and incubated at 37 °C on a shaker at 220 rpm overnight. Colonies were then transferred to fresh LB agar medium containing appropriate antibiotics, and a master plate was produced. Subsequently, the transformed *E. coli* were cultured in liquid LB medium (10 g L^−1^ Bacto Tryptone, 5 g L^−1^ Bacto Yeast Extract, and 10 g L^−1^ NaCl) containing appropriate antibiotics, and plasmid DNA was isolated using the FastGene Plasmid Mini Kit (NIPPON GENE, Tokyo, Japan).

### pENTR_MpBHLH12

The coding sequence of *MpBHLH12* (*Mapoly0031s0161*), excluding the stop codon, was amplified by PCR using the KOD FX Neo enzyme solution (TOYOBO, Osaka, Japan). To reliably amplify the sequence of interest, nested PCRs were performed using cDNA template and different sequence-specific primers (Table S1). In the first PCR, primers HA_nest_Mapoly0031s0161_f and HA_nest_Mapoly0031s0161_r were used to amplify a sequence, including 100 bp both at the 5′ and 3′ ends of the target sequence. The nested PCR was performed by amplifying 1 µL of the first PCR solution as a nested PCR template to the desired sequence. For the nested PCR, HA_TOPO_Mapoly0031s0161_f and HA_TOPO_Mp_r were used. The final PCR product was purified by ethanol precipitation and cloned into pENTR/D-TOP (Thermo Fisher Scientific, Waltham, Massachusetts). After cloning, the plasmid was sequenced using the following four primers: HA_Mapoly_seq_p1, HA_Mapoly_seq_p2, HA_Mapoly_seq_p3, and HA_Mapoly_seq_p4. Only those plasmids that were cloned successfully and carried no mutations in the sequence, named pENTR_MpBHLH12, were used in further experiments.

### pMpGWB105_35S::Citrine:MpBHLH12, _35S::MpBHLH12:VP16:HSP, _35S::MpBHLH12:HSP, and _35S::GAL4DB:MpBHLH12

The pENTR_MpBHLH12 was used as an entry vector, and pMpGWB105, pDEST35S-VP16-HSP, pDEST35S-HSP, and pDEST430T were used as destination vectors for generating pMpGWB105_35S::Citrine:MpBHLH12, _35S::MpBHLH12:VP16:HSP, _35S::MpBHLH12:HSP, and _35S::GAL4DB:MpBHLH12 constructs. Cloning was performed using Gateway® LR Clonase ™ II Enzyme Mix (Thermo Fisher Scientific, Waltham, Massachusetts).

### LDOXp_FLUC_HSP

The promoter of leucoanthocyanidin dioxygenase (*LDOX*) was amplified by PCR using the primer pair YT_FLUC_LDOX_Fwd and YT_CLUC_FLUC_LDOX_Rev with PrimeSTAR® HS DNA polymerase (TAKARA Bio, Shiga, Japan). Primers were designed to produce an insert (proLDOX) containing homologous sequences with 20 bp overlaps to both ends of the vector. The PCR product was ligated with the digested pGL4.1_HSP using the NEBuilder® HiFi DNA Assembly Master Mix (NEB, Ipswich, Massachusetts), according to the manufacturer’s instructions.

### Plasmid transformation

For transformation, *Escherichia coli* competent cells stored at − 80 °C were thawed on ice. When the competent cells were thawed, a plasmid solution was added, and the mixture was allowed to stand on ice for 30 min. Next, the mixture was incubated at 42 °C for 1 min and then on ice for 2 min.

### Generation of transgenic *M. polymorpha*

Transformation of *M. polymorpha* was performed as described previously (Ishizaki et al. 2016). Briefly, *Agrobacterium tumefaciens* strain GV2260 was used for the transformation of Tak-1. Only *Agrobacterium* successfully transformed with pMpGWB105_35S::Citrine:MpBHLH12 formed colonies on the plate. Each colony was transferred to fresh LB agar medium with an appropriate antibiotic to prepare a master plate, and then cultured in liquid LB medium containing an appropriate antibiotic. The gemma cups of wild-type Tak-1 were cultured on 1/2 Gamborg’s B5 agar medium for 15 days. Next, slices cut from the growing point of thalli were prepared and cultured for 5 days in the same medium to induce the regeneration of gemma cups. Transformation generated 5−10 lines from each transgenic, and plasmid insertion was confirmed by genotyping. Individuals cultured for 1 week on 1/2 Gamborg’s B5 agar medium were used to isolate DNA for genotyping. Approximately five transgenic individuals were placed in a 2 mL tube containing DNA extraction beads with 100 µL of genotyping buffer (100 mM Tris–HCl [pH 9.5], 1 M KCl, and 10 mM EDTA). The tube was shaken at 3,000 rpm for 30 s, and the mixture was diluted five times with the genotyping buffer. PCR was performed using this mixture as the DNA template.

### Phylogenetic analysis

A phylogenetic tree was constructed using the bootstrap neighbor-joining (N-J) method, with default parameters (1000 permutations), in Clustal X software (Thompson et al. 1997). The output was drawn using NJplot, with minor modifications (Perrière and Gouy 1996). We aligned putative bHLH protein sequences from Phytozome with AtGL3 amino acid sequence, followed by chosen genes encoding amino acid sequences close to IIIf clade. Deduced amino acid sequences of the following genes were used for alignment in Fig. 1: *AT3G24140, AT5G53210, AT3G06120, AT4G01460, AT3G61950, AT2G46810, AT5G65320, AT5G46690, AT1G72210, AT1G22490, AT2G22770, AT2G22760, AT4G37850, AT2G22750, AT4G00480, AT5G41315, AT1G63650, AT4G09820, AT4G00870, AT4G16430, AT2G46510, AT1G01260, AT5G46760, AT4G17880, AT5G46830, AT1G32640, Mapoly0031s0072, Mapoly0029s0130, Mapoly0100s0033, Mapoly0034s0053, Mapoly0098s0046, Mapoly0031s0161, MapolyY_B0018, Mapoly0018s0018, Mapoly0028s0060, Mapoly0028s0058, Mapoly0028s0062*, and *Mapoly0013s0167*.

**Fig. 1:**
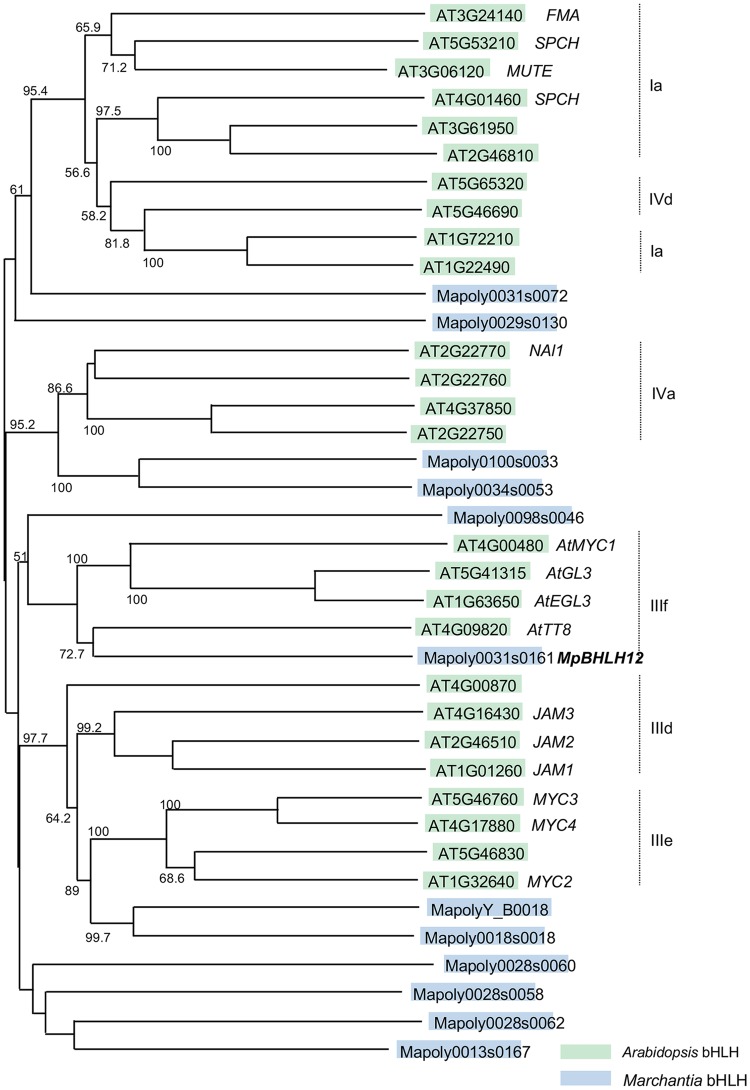
Phylogenic analysis of basic helix-loop-helix (bHLH) proteins in *Marchantia polymorpha* and *Arabidopsis thaliana*. The phylogenetic tree was drawn using the amino acid sequence of the bHLH transcription factors. Green and blue boxes indicate the bHLH proteins of *A. thaliana* and *M. polymorpha*, respectively. Gene names belonging to clade III are shown

### Measurement of gemma cup size

Wild-type Tak-1 and transgenic lines of *M. polymorpha* (MpBHLH12ox), in which MpBHLH12 was constitutively expressed, were cultured on 1/2 Gamborg’s B5 agar medium for 3 weeks. Subsequently, the area of 10 gemma cups from at least three independent thalli was measured using a digital microscope VHX-5000 (KEYENCE, Osaka, Japan).

### DNA extraction

*M. polymorpha* were cultured for 1 week in 1/2 Gamborg’s B5 liquid medium. Approximately 20 thalli were harvested, placed in 2 mL tubes containing beads, and frozen in liquid nitrogen. Frozen thalli were crushed with beads by shaking at 3,000 rpm for 30 s, and genomic DNA was extracted using the Wizard® Genomic DNA Purification Kit (Promega).

### RNA extraction and quantitative reverse-transcription PCR (qRT-PCR)

*M. polymorpha* were cultured on 1/2 Gamborg’s B5 agar medium for 4 weeks. RNA was extracted using the TRI Reagent (MOR Molecular Research Center), according to the manufacturer’s instructions. *M. polymorpha* were crushed using beads (3,000 rpm, 30 s). The extracted RNA was digested with DNaseI (Sigma–Aldrich, St. Louis, Missouri) and reverse transcribed using ReverTra Ace® qPCR RT Kit (TOYOBO, Osaka, Japan). The synthesized cDNA was amplified by qRT-PCR using the THUNDERBIRD® SYBR® qPCR Mix (TOYOBO, Osaka, Japan). Transcripts were quantified using the ^ΔΔ^Ct method. The *elongation factor-1α* gene (*EF1α; Mapoly0024s0116*) was used as a standard for data normalization (Table S1).

### RNA-Seq analysis and data mining

Wild-type Tak-1 and two independent transgenic *MpBHLH12* overexpresser lines (MpBHLH12ox#2 and #3) were cultured on 1/2 Gamborg’s B5 agar medium for 3 weeks. Nine pieces (approximately 5 × 5 mm) of thalli were harvested from each MpBHLH12ox line and placed in a 2 mL tube containing beads. These samples were frozen with liquid nitrogen and crushed by shaking the tube at 3,000 rpm for 30 s. Total RNA was extracted from the crushed thalli using Nucleo Spin® RNA Plant Kit (MACHEREY–NAGEL, Düren, Germany), according to the manufacturer’s instructions, and sent to Dr. Kimura (Department of Life and Resources Environment, Kyoto Sangyo University School of Life Sciences), where sequencing was performed by NextSeq500 with NextSeq 500 High Output Kit v2 (Illumina, San Diego, USA).

Fastq sequence data were mapped onto the reference genome of *M. polymorpha* (JGI_3.1.fasta) using Bowtie2 (Langmead and Salzberg 2012), and the number of fragments was determined using HTseq (Anders et al. 2015). Next, the number of fragments was counted with EdgeR (Robinson et al. 2010), and the magnitude of the fluctuation in expression was calculated as log_2_ (fold-change). Genes with significant differences in expression between wild-type Tak-1 and transgenic lines (MpBHLH12ox#2 and #3) were considered differentially expressed. Using EdgeR, multiplicity correction was applied by the Benjamini-Hochberg method on the *p* values, to control the false discovery rate shown as FDR. Gene Ontology (GO) analysis was performed using the Plant Transcriptional Regulatory Map (Plant RegMap; Center for Bioinformatics Peking University, http://plantregmap.cbi.pu.edu.cn/go.php). In this tool, annotations of the Gene UniProt Ontology Annotation Database (European Molecular Biology Laboratory, https://www.ebi.ac.uk/GOA) and InterProScan (European Molecular Biology Laboratory, https://www.ebi.ac.uk /interpro/interproscan.html) were used. For each GO term, Fisher’s exact test was used to determine the statistical significance of GO enrichoment. RNA-Seq data from this study were deposited in Gene Expression Omnibus (accession number: GSE119305).

### Measurement of anthocyanin content

Wild-type Tak-1 and two independent transgenic MpBHLH12ox lines were cultured for 10 days in 1/2 Gamborg’s B5 liquid medium lacking phosphorus. Each *M. polymorpha* sample was divided into three tubes, frozen in liquid nitrogen, and stored at − 80 °C. The frozen *M. polymorpha* samples were lyophilized for 24 h and weighed. Approximately 40 µL of MeFA buffer (MeOH:H_2_O:Formic acid = 10:47:3) per mg dry weight of the plant was added to the sample, and the suspension was incubated overnight at room temperature in the dark. The following day, absorbance of 1.5 µL of the suspension was measured (OD = 532 and 657). An arbitrary unit of anthocyanin analog was calculated using the following equation (Mancinelli 1990):

$$Amount\,of\,anthocyanin\,~analog\,=\,O{D_{523}} - \left( {0.25~ \times ~O{D_{657}}} \right)$$

### Transient reporter assays

Plants of *A. thaliana* ecotype Col-0 were grown on a plate for 3 weeks under short day conditions (light: 8 h, dark: 16 h) using 1/2 MS gellan gum medium. After 3 weeks, plants were transplanted in soil (vermiculite:soil = 1:1) at a spacing of approximately 7 cm and grown for 2 months under short day conditions. Plants were watered with a 1,000-fold dilution of HyPONeX.

Approximately 20 mL of enzyme solution, 0.15 g Cellulase “Onozuka” R10 (Yakulto, Tokyo, Japan), 0.035−0.04 g Mecerozyme R10 (Yakulto, Tokyo, Japan), 14 µL β-mercaptoethanol, and digestion buffer (400 mM mannitol, 20 mM KCl, 10 mM CaCl_2_, 20 mM MES [pH 5.7]), were contained. The enzyme solution was degassed twice for eliminating bubbles. To isolate protoplasts, eight pieces (1.0−1.5 cm) of *A. thaliana* leaves were attached to a mending tape, and the epidermis was peeled off, exposing the mesophyll cells. Approximately 24 pieces of epidermis-stripped leaves were soaked in the enzyme solution (20 mL) in a 50 mL tube and incubated at 22 °C on a shaker at 60 rpm for 1-1.5 h. The suspension was then filtered through a 70 µm cell strainer, and the filtrate was collected in a 50 mL tube. The tube used for enzymatic reaction and the used tape pieces were washed with 20 mL of W5 buffer (150 mM NaCl, 125 mM CaCl_2_, 5 mM KCl, and 2 mM MES [pH 5.7]). The suspension was then filtered through a 70 µm cell strainer into the tube containing previously filtered cells. The sample was subjected to centrifugation at 100×*g* for 10 min, and the supernatant was discarded. The precipitate was gently resuspended in 20 mL of W5 buffer by pipetting and centrifuged at 100×*g* for 10 min. This washing step was repeated three times. Finally, cells were washed with 20 mL of MMg solution (400 mM mannitol, 15 mM MgCl_2_ and 4 mM MES [pH 5.7]). After centrifugation at 100×*g*, protoplasts were suspended in 2.5 mL of MMg solution, and the number of protoplasts was measured using a hemocytometer.

For transient transformation experiments using *A. thaliana* leaf protoplasts, plasmids were resuspended in sterile ultrapure water. First, 10 µL of plasmid solution, containing reporter plasmid (500 µg), effector plasmid (100 µg), and reference plasmid (pRL; 10 µg), was dispensed into 2 mL round bottom tubes. *Note*: using flat bottom tubes or 1.5 mL tubes markedly reduces the transformation efficiency. Next, 70 µL of the protoplast suspension was added to each tube using the same pipette tip, followed by the addition of 90 µL of polyethylene glycol (PEG) solution (40% [w/v] PEG 4000 [Fluka, ‎Morris Plains, New Jersey], 0.2 M Mannitol, and 0.1 M CaCl_2_). Protoplasts were gently vortexed at 900−1,700 rpm and incubated at room temperature for 10 min. Subsequently, W5 buffer was added vigorously at 400 µL, and the cells were suspended by convection. After centrifugation at 100×*g* for 5 min, 400 µL of the supernatant was removed by placing the tip of the pipette near the curved bottom of the tube. Protoplasts were washed with W5 buffer repeatedly, until clean clumps were obtained. After transformation, protoplasts were incubated at 22 °C for at least 12 h.

Protoplasts settled at the bottom of the tube were gently resuspended by vortexing. Subsequently, 40 µL of 5 × cell lysate was dispensed, and lysates were vortexed at 900−1,700 rpm for 15 s. Next, 16 µL of each lysate was transferred to two tubes. The Pikka Gene Dual Assay Kit (Toyo Ink, Tokyo, Japan) was used for the dual luciferase assay. In the first tube, the substrate of firefly luciferase (FLuc) was added, and luciferase activity was measured 20 times s^−1^ for 20 s. The substrate for *Renilla* luciferase (RLuc) was added into the second tube, and luciferase activity was measured as described above. The average value of 20 s measurements was calculated and normalized relative to the number of cells. The average value obtained using the FLuc substrate was divided by that obtained using the RLuc substrate. This value of luciferase activity was compared with the negative control, which was represented by a plasmid encoding a vesicle-associated membrane protein (VAMP) added as an effector.

## Results

### Isolation of the *MpBHLH12* gene encoding IIIf bHLH TF

To gain insight into the evolution of GRNs, we aimed at characterizing the GRN of genes encoding IIIf bHLH proteins in *M. polymorpha*. First, we searched for IIIf bHLH homologs of AtGL3 (At5g41315) in *M. polymorpha* using the deduced amino acid sequence database of Phytozome v12.1. A deduced amino acid sequence of a single gene (*Mapoly0031s0161*) showed the highest similarity with that of AtGL3; this gene is named *MpBHLH12* in MarpolBase. Phylogenetic analysis of bHLH amino acid sequences in *M. polymorpha* and *A. thaliana* indicated that MpBHLH12 belongs to the IIIf clade together with AtGL3, AtTT8, AtMYC1, and AtEGL3 (Fig. 1). Genes encoding IIIf bHLH proteins often contain seven to eight exons. Notably, MpBHLH12 harbors nine exons, and the positions of exon–intron junctions closely corresponded to those of AtGL3, confirming that MpBHLH12 belongs to the IIIf clade.

The IIIf bHLH proteins show specific structural features such as the presence of a bHLH domain in the middle of the protein and an ACT domain at the C-terminus (Feller et al. 2011). Sequence similarities in these domains between *A. thaliana* bHLH proteins and *M. polymorpha* MpBHLH12 are summarized in Table 1. Sequence similarities between the ACT domains among the *A. thaliana* IIIf clade bHLH proteins ranged from 23.6 to 93.1%, and those between the ACT domains of MpBHLH12 and *A. thaliana* IIIf bHLH proteins ranged from 22.2 to 27.8%. Additionally, sequence similarities in the bHLH domain among *A. thaliana* IIIf bHLH proteins ranged from 38.0% 88.0%, and those between the bHLH domain of MpBHLH12 and *A. thaliana* IIIf bHLH proteins ranged from 34.0 to 68.0%, suggesting that the bHLH domain of MpBHLH12 was also highly conserved. Among the Arabidopsis IIIf bHLH proteins, AtTT8 showed the highest similarity with MpBHLH12 in the bHLH domain, whereas AtGL3 showed the highest similarity in the ACT domain.

**Table 1:** Percent identity between the amino acid sequence of IIIf bHLH proteins of *Arabidopsis thaliana* and the MpBHLH12 protein of *Marchantia polymorpha*

	MpBHLH12	AtGL3	AtEGL3	AtTT8	AtMYC1
ACT domain (%)					
MpBHLH12		27.8	22.2	26.4	27.8
AtGL3			93.1	25.0	41.7
AtEGL3				25.0	40.3
AtTT8					23.6
AtMYC1					
bHLH domain (%)					
MpBHLH12		52.0	52.0	68.0	34.0
AtGL3			88.0	54.0	42.0
AtEGL3				54.0	42.0
AtTT8					38.0
AtMYC1					

### *MpBHLH12* suppresses gemma cup developments

To identify a GRN involving *MpBHLH12* in *M. polymorpha*, we constitutively overexpressed a translational fusion of Citrine, a yellow fluorescent protein, and MpBHLH12 in *M. polymorpha*. Two independent MpBHLH12ox lines were generated: MpBHLH12ox#2 and MpBHLH12ox#3. We confirmed that *MpBHLH12* was constitutively expressed in these transgenic lines, as the Citrine foci were localized to the nucleus (Fig. S1), supporting our assumption that MpBHLH12 functions as a TF. Thallus sizes of MpBHLH12ox lines and Tak-1 did not show significant difference (data not shown), and we did not detect visible phenotypic differences between wild-type Tak-1 and MpBHLH12ox lines, except for the size and number of gemma cups (Fig. 2a), both of which were reduced in the transgenic lines MpBHLH12ox#2 and MpBHLH12ox#3 (Fig. 2b). The size of gemma cups was fourfold smaller in MpBHLH12ox lines than in wild-type Tak-1 (Fig. 2c). Additionally, MpBHLH12ox lines produced approximately half as many gemma cups as wild-type Tak-1 (Fig. 2c). Moreover, in 4-week-old wild-type Tak-1, the expression of MpBHLH12 in gemma cups was significantly lower than that in thalli (Fig. 2d).

**Fig. 2:**
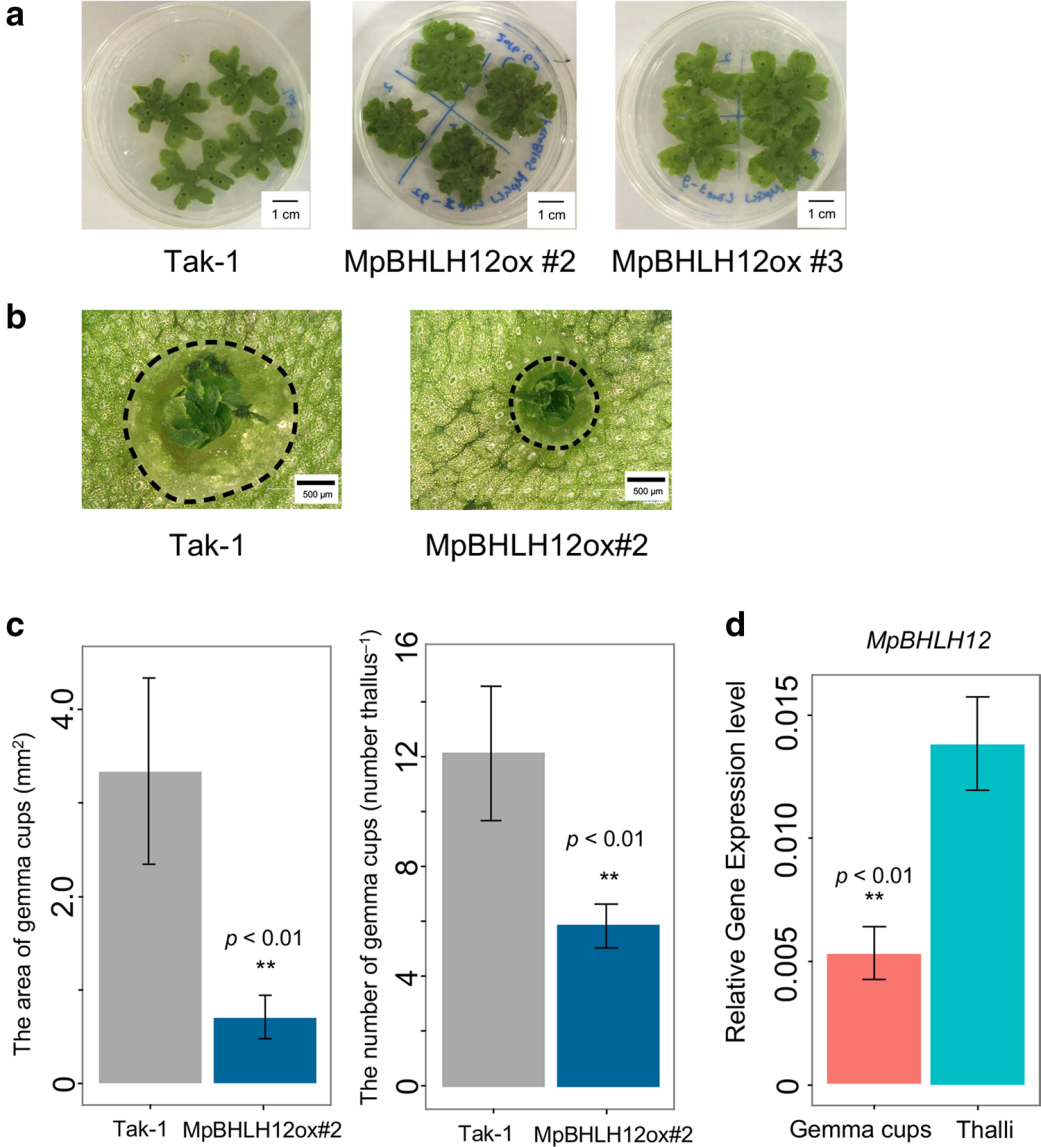
Morphological features of *MpBHLH12* overexpressor (MpBHLH12ox) lines. **a** Phenotypes of the thallus of wild-type Tak-1 (left), MpBHLH12ox#2 (middle), and MpBHLH12ox#3 (right) grown on 1/2 Gamborg’s B5 agar medium for 3 weeks (scale bar = 1 cm). **b** Images of gemma cups of 3-week-old wild-type Tak-1 (left) and MpBHLH12ox#2 (right) captured under a digital microscope (scale bar = 500 µm). **c** Area of gemma cups of 3-week-old Tak-1 and MpBHLH12ox#2. The area of gemma cups was approximately fourfold lower in MpBHLH12ox#2 than in wild-type Tak-1 (**p < 0.01; *n* = 10). **d** Quantitative real-time PCR (qRT-PCR) analysis of *MpBHLH12* expression in the gemma cups and thalli of MpBHLH12ox#2 (**p < 0.01; *n* = 4)

### *MpBHLH12* does not induce anthocyanin accumulation

Since IIIf bHLH proteins in *A. thaliana* regulate not only epidermal organ differentiation but also anthocyanin accumulation, we investigated the accumulation of anthocyanins in MpBHLH12ox lines based on the appearance of dark pigmentation. Under normal growth conditions, neither wild-type Tak-1 nor MpBHLH12ox lines showed dark pigmentation. Nonetheless, all plants exhibited a small amount of dark brown pigmentation in thalli when grown in a nutrient depleted medium known to induce anthocyanin production in *M. polymorpha* (Albert et al. 2018); however, the amount of anthocyanin-related metabolites extracted from wild-type Tak-1 and MpBHLH12ox lines showed no significant differences (Fig. 3). These data suggest that MpBHLH12 does not induce the accumulation of anthocyanins in *M. polymorpha* tissues.

**Fig. 3:**
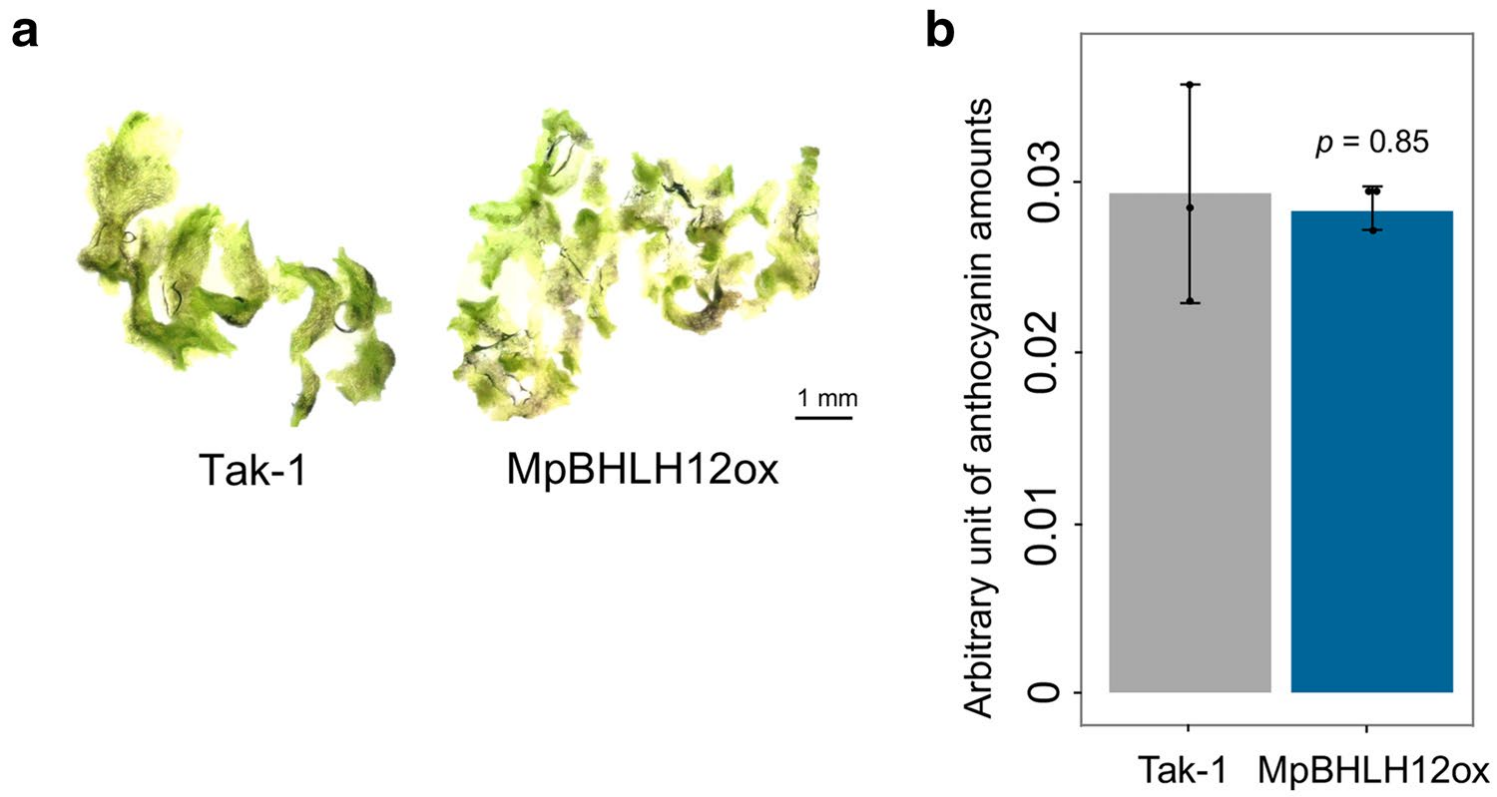
Measurement of anthocyanin content in wild-type Tak-1 and MpBHLH12ox lines. Tak-1 and MpBHLH12ox#8 were grown on 1/2 Gamborg’s B5 culture medium lacking phosphorus for 1 week. **a** Images of thalli of Tak-1 (left) and MpBHLH12ox#8 (right) captured under a digital microscope (scale bar = 1 mm). In both Tak-1 and MpBHLH12ox#8, a part of the thallus showed brown discoloration. **b** Quantification of anthocyanin content in the thalli of 1-week-old Tak-1 and MpBHLH12ox#8 (**p < 0.01; *n* = 3). Anthocyanin content was measured in an arbitrary unit. MpBHLH12ox#2 and #3 were shown similar phenotypes as well

### RNA-Seq analysis

To further investigate the GRN of *MpBHLH12*, we performed RNA-Seq analysis of both MpBHLH12ox lines and wild-type Tak-1. 

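RNA from 3-week-old thalli was sequenced for 3 groups, the wild type Tak-1 and the lines MpBHLH12ox#2 and MpBHLH12ox#3. The sample labels number 3 replicates in each group. The sample labels name the overexpressed gene MpGL3, and Table S3 of the paper uses both names. The authors mapped the reads to the JGI 3.1 genome with Bowtie2 and determined the number of fragments with HTseq. The table used here holds FPKM (fragments normalized for gene length and for the fragments of the library) for 19287 genes, as 1 average per group made by the authors. The program that made the FPKM values is not given in the sources used here. Because only group averages were analysed, the spread between replicates and the depth of each library are unknown, and the differences computed from them below have no replicate check of their own. Where an FDR is given, it is the paper's, from Tables S2 and S3. Expression was compared as log2(FPKM + 1) of each line minus that of Tak-1, with the pseudocount of Tables S2 and S3, so the change of genes with low FPKM is understated. FPKM was 1 or more in 12921 genes of Tak-1, 12934 genes of MpBHLH12ox#2 and 13030 genes of MpBHLH12ox#3. MpBHLH12 (Mapoly0031s0161) had 20.3 FPKM in Tak-1, 547.6 in MpBHLH12ox#2 and 474.6 in MpBHLH12ox#3. Its log2 change was 4.69 in MpBHLH12ox#2 and 4.48 in MpBHLH12ox#3. Of the alternatives, a pseudocount of 5 moved the mean of both lines most, from 4.58 to 4.35.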

The overall expression of genes in MpBHLH12ox#2 and #3 was significantly correlated (Pearson’s correlation coefficient [*r*] = 0.89; *p* < 2.2 × 10^−16^), suggesting that our RNA-Seq results were derived from the effects of ectopic expression of *MpBHLH12* and did not depend on the transgenic lines used (Fig. 4a). 

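Across the 17939 genes with a value above 0 in any group, the log2 changes of MpBHLH12ox#2 and MpBHLH12ox#3 against Tak-1 had a Pearson's r of 0.888 and a Spearman's rho of 0.806. The relation is across genes, which are not independent replicates, so no p-value was computed. Both changes were taken against the same Tak-1 average, which gives a correlation above 0 even when nothing changes. In 100 simulations of unchanged groups, with noise drawn from the difference between the lines, r was 0.499 on average and at most 0.534. The simulations gave Tak-1 the same noise as the lines, which sets their r and their share of genes in the same direction. A noisier Tak-1 average would raise both. The changes had the same direction in 14025 genes (78.2%), against 66.4% on average and at most 67.4% in the simulations, and 80 genes lay 1 or more apart between the lines on the log2 scale. Among the settings chosen before the data were examined, a pseudocount of 0.1 moved r most, to 0.835. From the correlation between the lines, the paper proposes that the expression changes came from ectopic MpBHLH12 and did not depend on the line.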

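Since the averages carry no spread, genes were counted by a rule of size and not by a test. A log2 change of at least 1 in the same direction in both MpBHLH12ox#2 and MpBHLH12ox#3 was found in 410 genes. No gene passed this size in opposite directions in the lines. The simulations of unchanged groups against the shared Tak-1 average gave between 9 and 32 such genes, with a median of 18. These simulations assume that the Tak-1 average is as noisy as the averages of the lines. The count depended on the size chosen, with 1547 genes at a log2 change of 0.5 and 75 genes at 2.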

A total of 1,205 genes were differentially expressed between the Tak-1 and transgenic lines (FDR < 0.05; Table S2). Of these 1,205 genes, 647 were up-regulated and 558 were down-regulated in MpBHLH12ox lines compared with the wild type. Moreover, GO enrichment analysis showed that, among the up-regulated genes, those involved in the response to oxidation and oxidative stress were significantly enriched (Fig. 4b). 

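Of the 410 genes that changed by at least 1 on the log2 scale in both lines, 208 (50.7%) were increased and 202 were decreased. The median size of the change was 1.44 in both directions. The increased genes had a median of 3.78 FPKM in Tak-1, and 50 of them were under 1 FPKM there. In the lines their medians were 15.3 and 14.7 FPKM. The decreased genes had a median of 15.8 FPKM in Tak-1 and of 4.56 and 4.51 FPKM in the lines, where 37 of them were under 1 FPKM in both. With a pseudocount of 1, a gene needs at least 1 FPKM in Tak-1 to be counted as decreased, and in the lines to be counted as increased, so these levels follow in part from the rule. After rescaling each line to a median change of 0, 206 genes were increased and 204 decreased. Apart from MpBHLH12, the 4 genes with the largest mean increase were Mapoly0035s0093, Mapoly0016s0173, Mapoly0015s0172 and Mapoly0041s0039. The 5 largest mean decreases were those of Mapoly0024s0073, Mapoly0121s0006, Mapoly0047s0001, Mapoly0121s0007 and Mapoly0137s0004. Mapoly0024s0073 had 443.8 FPKM in Tak-1, 24.6 in MpBHLH12ox#2 and 28.1 in MpBHLH12ox#3. Mapoly0121s0006 and Mapoly0121s0007, which carry consecutive numbers, had mean log2 changes of -3.84 and -3.72.

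**Figure D1:**
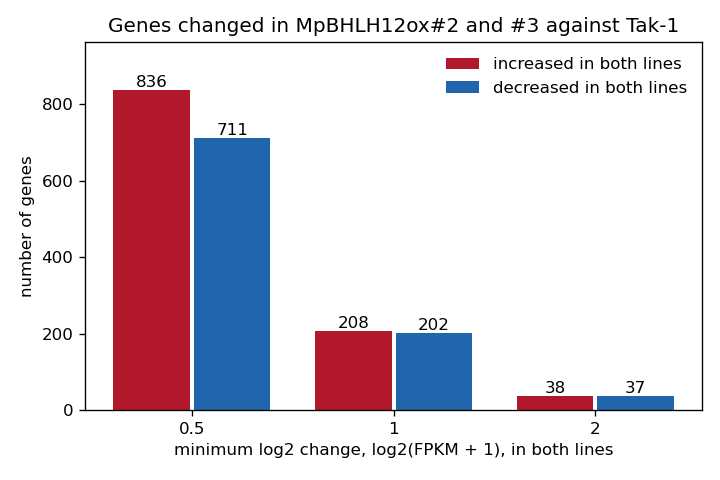
Number of genes increased (red) and decreased (blue) in both MpBHLH12ox lines against Tak-1, by the minimum log2 change required in each line on the log2(FPKM + 1) scale. At a log2 change of 0.5 there were 836 increased and 711 decreased genes, and at 2 there were 38 and 37.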

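The copy of Table S2 used here gives annotations for the first 10.0% of its 19287 rows, so no enrichment was computed. Among these rows, 8 genes were annotated with response to oxidative stress or as peroxidases, and 4 of them had 1 FPKM or more in any group. The median of their mean log2 changes was 0.16. The peroxidase gene Mapoly0004s0139, named after its values were seen as the 1 gene of the 8 that changed by 0.5 or more in both lines, rose from 51.5 FPKM in Tak-1 to 82.0 in MpBHLH12ox#2 and 77.4 in MpBHLH12ox#3, log2 changes of 0.66 and 0.58. For this gene the paper's FDR in Table S2 is 0.00502 and 0.0263. None of the 8 genes changed by 1 or more in both lines.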

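In the same part of Table S2, 68 genes carried the annotation oxidation-reduction process, a term chosen here after the values were seen, and 56 of them had 1 FPKM or more in any group. By the size of at least 1 in both lines, 1 of them was decreased and 1 was increased. At a log2 change of 0.5, 3 were decreased and 5 were increased. The median of the mean log2 changes of the 56 genes was -0.10.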

Among the down-regulated genes, some of the GO terms related to oxidation were markedly enriched, although none of the GO terms were significantly enriched (Fig. 4c).

**Fig. 4:**
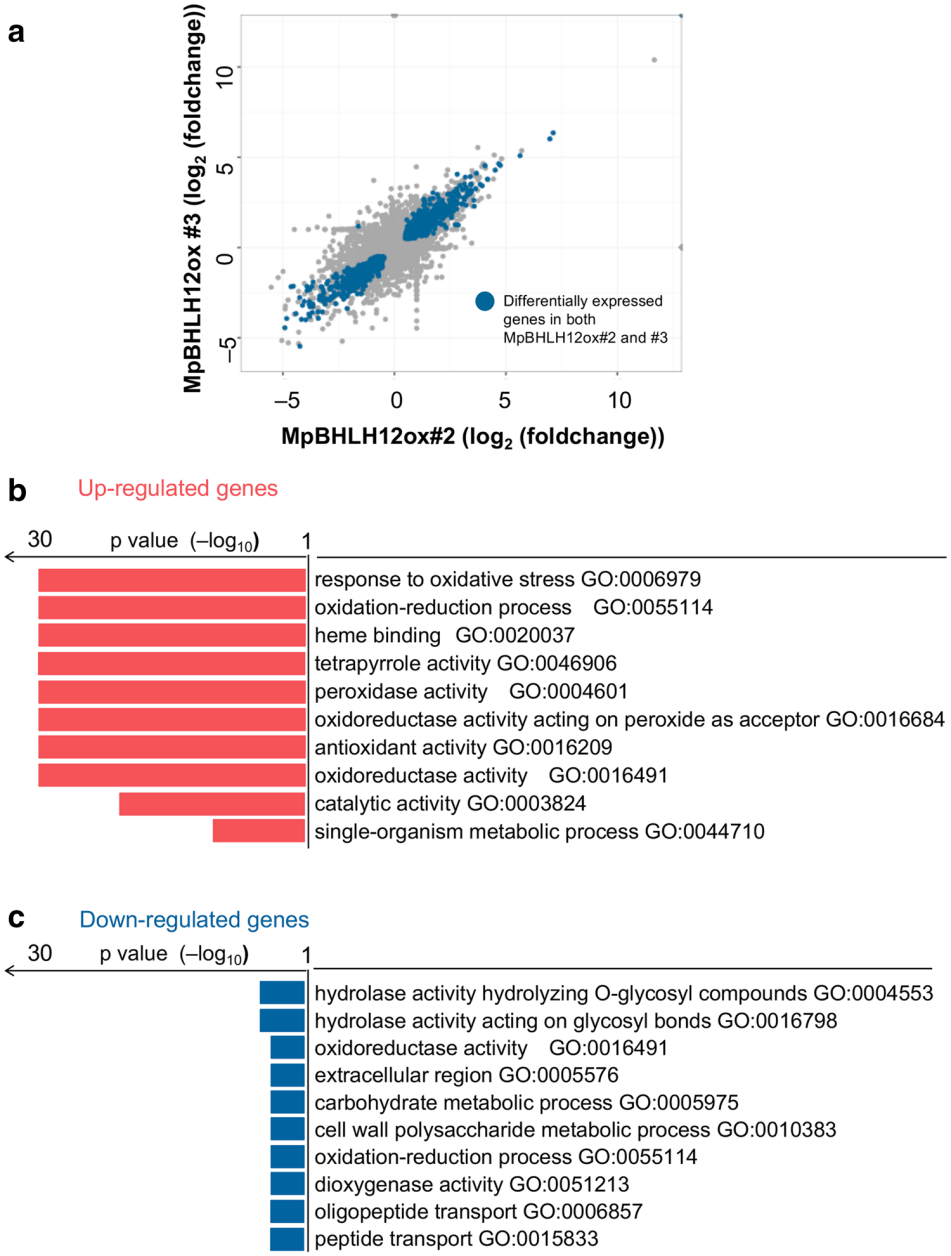
Analysis of the transcriptome of MpBHLH12ox lines. **a** Scatter plot of MpBHLH12ox#2 and #3. X- and Y-axes indicate log_2_ (fold-change) in gene expression in MpBHLH12ox#2 and #3, respectively, relative to that in Tak-1 A total of 1,205 genes were differentially expressed in both overexpressor lines. **b, c** Gene ontology (GO) analyses of the up-regulated (**b**) and down-regulated (**c**) genes. All significantly enriched GO terms (*p* < 0.01) are shown

Although we did not observe anthocyanin accumulation in MpBHLH12ox#2 and MpBHLH12ox#3, we explored the genes involved in flavonoid biosynthetic pathways in *M. polymorpha*. Recently, *MpMYB14* and *MpMYB02* have been reported to regulate the accumulation of anthocyanidins (such as riccionidin) and phenolics, respectively, specific to *M. polymorpha* (such as marchantin) (Albert et al. 2018; Kubo et al. 2018). While MpMYB02 showed no significant difference in expression between the transgenic lines and the wild type, MpMYB14 expression was significantly up-regulated in both MpBHLH12ox lines compared with the wild type (average log_2_ [fold-change] = 0.77; FDR < 0.05). Since *MpMYB14* regulates genes involved in the shikimate and phenylpropanoid pathways, we compared the expression of 1,205 DEGs with those of 82 genes involved in the shikimate and phenylpropanoid pathway (Albert et al. 2018; Kubo et al. 2018). 

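Table S3 lists 82 genes of the shikimate and phenylpropanoid pathways, which the study took from other publications, and 74 of them had 1 FPKM or more in any group. By the rule of a log2 change of at least 1 in both lines, 11 of the 82 genes changed, 10 upward and 1 downward. At a log2 change of 0.5 the number was 24. The median of the mean log2 changes of the 74 genes was 0.27. Among 10000 random lists of genes matched on mean expression, the central 95% of the medians lay between -0.07 and 0.04, and the highest was 0.12. These lists held at most 8 changed genes, with a median of 2. Random lists describe these averages only and are not a test across replicates. Their genes were drawn singly, while some genes of Table S3 are neighbours of the same family, so the lists may spread too little. At a log2 change of 2, 1 gene of the list changed, a number that did not stand apart from the random lists. Without the genes on scaffold 70, the median of the remaining 62 expressed genes was 0.18, above every random list matched to them, and 6 of them changed by the rule of size, more than in 99.4% of the random lists, which had a median of 1 and reached 8.

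**Figure D2:**
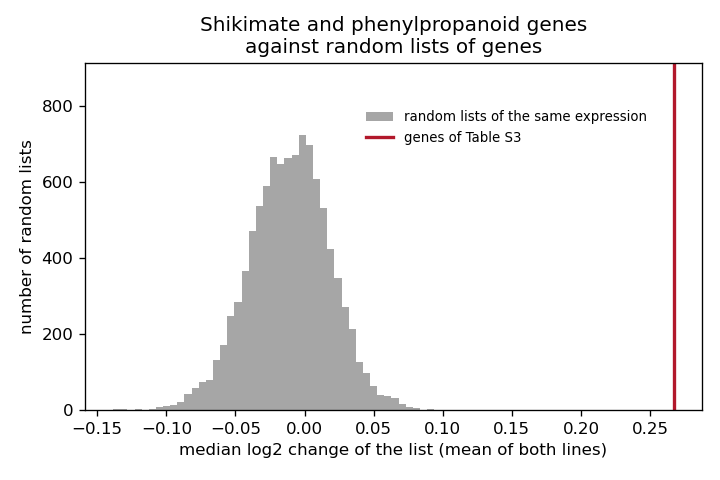
Median log2 change (mean of both MpBHLH12ox lines, log2(FPKM + 1)) of 10000 random lists of genes of the same expression, as number of lists (grey), and of the 74 expressed genes of Table S3 (red line). The genes of Table S3 lie at 0.27 and the highest random list at 0.12.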

Our results showed that 23 of 82 genes genes were differentially expressed between the Tak-1 and transgenic lines, and this difference in expression was statistically significant (*p* < 0.001; Fisher’s exact test; Fig. 5, Table S3). Previously, Kubo et al. and Albert et al. generated transgenic *M. polymorpha* lines constitutively overexpressing *MpMYB14* and performed RNA-Seq analysis (Albert et al. 2018; Kubo et al. 2018). We assessed the fold-change in *MpMYB14* expression in MpBHLH12ox lines. Correlation of fold-changes in the expression of 23 genes between MpBHLH12ox and MpMYB14ox was modestly positive (*r* = 0.28; *p* = 0.09), which is consistent with the up-regulation of *MpMYB14* in MpBHLH12ox. 

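Table S3 gives a value of Kubo et al. for MpMYB14ox for 16 of the 23 genes it marks as differentially expressed. Across these 16 genes, the mean log2 change of the MpBHLH12ox lines and the paper's listed MpMYB14ox value had a Pearson's r of 0.263 (two-sided permutation test, p = 0.378) and a Spearman's rho of 0.215 (permutation p = 0.423). The genes are not independent replicates. Without the 2 genes farthest from the median change, r was 0.014, so over these 16 genes the relation rested on those 2. The same step moved r from 0.194 to 0.178 over all 42 genes with a value of Kubo et al., and from 0.238 to 0.405 over 22 genes when entries marked as not significant were counted as 0. With the values of Albert et al., which are listed for 10 of the marked genes, r was negative at -0.281 (two-sided permutation test, p = 0.358). In all, 14 such relations were computed, including other gene sets, pseudocounts and the MpMYB02ox values, and the Benjamini-Hochberg adjusted p of the first r was 0.499 by the same permutation test. The paper calls its correlation modestly positive and compatible with the up-regulation of MpMYB14 in the MpBHLH12ox lines. The expression of MpMYB14 itself was not analysed here, because the sources used here do not pair its name with an identifier of the table.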

Although MpBHLH12ox lines failed to induce anthocyanin production, GRNs of MpBHLH12 and MpMYB14 may overlap.

**Fig. 5:**
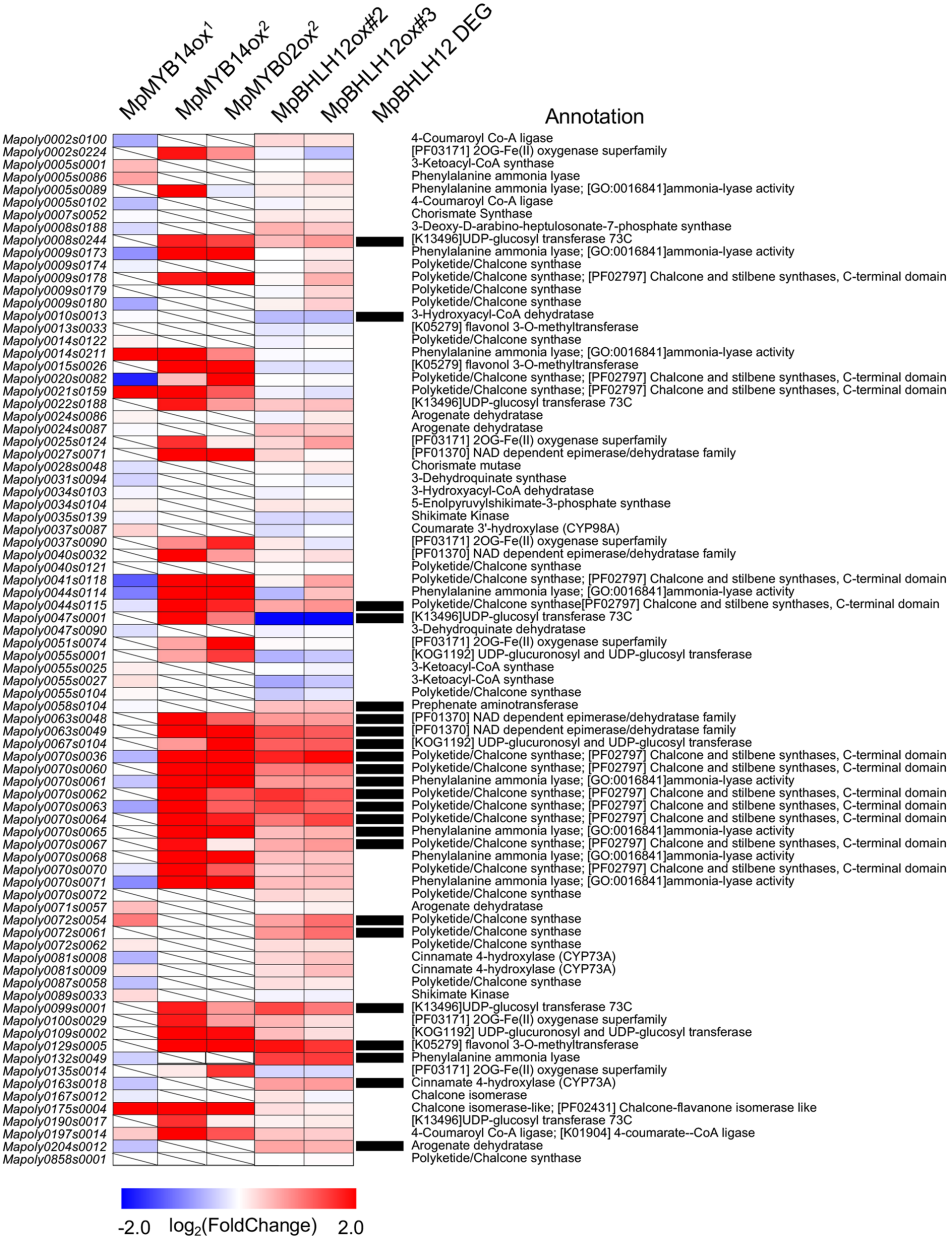
Heat map showing the comparison of shikimate and flavonoid pathway genes among MpBHLH12ox lines (this study) and transgenic *M. polymorpha* lines overexpressing *MpMYB14* and *MpMYB02* (Albert et al. 2017; Kubo et al. 2018). Color indicates log_2_ (fold-change) in gene expression in overexpressor lines compared with that in wild-type Tak-1; degree of difference is shown from blue to red. Differentially expressed genes (DEGs) identified in MpBHLH12ox lines are shown in a black box. Genes with no expression data available are indicated with diagonal lines

### Functional validation of MpBHLH12

Our results suggest that MpBHLH12 belongs to the IIIf clade of bHLH proteins, which are involved in epidermal differentiation and anthocyanin accumulation, and likely participate in the development of gemma cups but do not regulate anthocyanin accumulation. These data raise the question whether the molecular function of MpBHLH12 is similar to that of IIIf bHLH proteins in *A. thaliana*. We tested whether MpBHLH12 functions as a TF in *A. thaliana* protoplasts, as a heterologous system. Since the activation of target genes requires only MYB and bHLH proteins in *A. thaliana*, we used AtGL3 and AtPAP1 as controls. Promoter of the *AtLDOX* gene, which encodes an enzyme of the anthocyanin biosynthetic pathway in *A. thaliana* (Appelhagen et al. 2011), was used to drive the expression of the reporter gene. Protoplasts prepared from *A. thaliana* leaves were used for the transient reporter assays. The results of these assays showed that MpBHLH12 failed to activate the *AtLDOX* promoter alone and in the presence of AtPAP1, whereas AtGL3 activated the *AtLDOX* promoter in the presence of AtPAP1 (Fig. 6a). These results suggest at least two possibilities: (1) MpBHLH12 exhibits transactivation activity but does not associate with AtPAP1, or (2) MpBHLH12 associates with AtPAP1 but does not exhibit transactivation activity. To identify the most plausible hypothesis, we generated a CaMV35S::*MpBHLH12:VP16* construct, which was reinforced to show strong transactivation activity with MpBHLH12. Strong activation of the *AtLDOX* promoter was observed when MpBHLH12:VP16 was co-expressed with AtPAP1:VP16 in the protoplasts, suggesting that MpBHLH12 associates with AtPAP1 but does not show transactivation activity. Furthermore, because RNA-Seq suggested the possibility that MpBHLH12 could not function as a activator, we measured the repressive activity of MpBHLH12 using the GAL4 system. MpBHLH12 was fused to the GAL4 DNA-binding domain (GAL4DB), which binds to the upstream activation sequence (UAS) fused to a reporter gene. Fusion of AtGL3 with the GAL4DB (AtGL3:GAL4DB) strongly activated the UAS promoter. By contrast, the MpBHLH12:GAL4DB fusion modestly repressed the UAS (Fig. 6b). These results suggest that, unlike AtGL3, MpBHLH12 does not exhibit transactivation activity but shows repressive activity. Overall, our results suggest that MpBHLH12 belongs to the IIIf clade of bHLH proteins, and the transcriptional activity of MpBHLH12 is different from that of the *A. thaliana* IIIf bHLH protein, AtGL3.

**Fig. 6:**
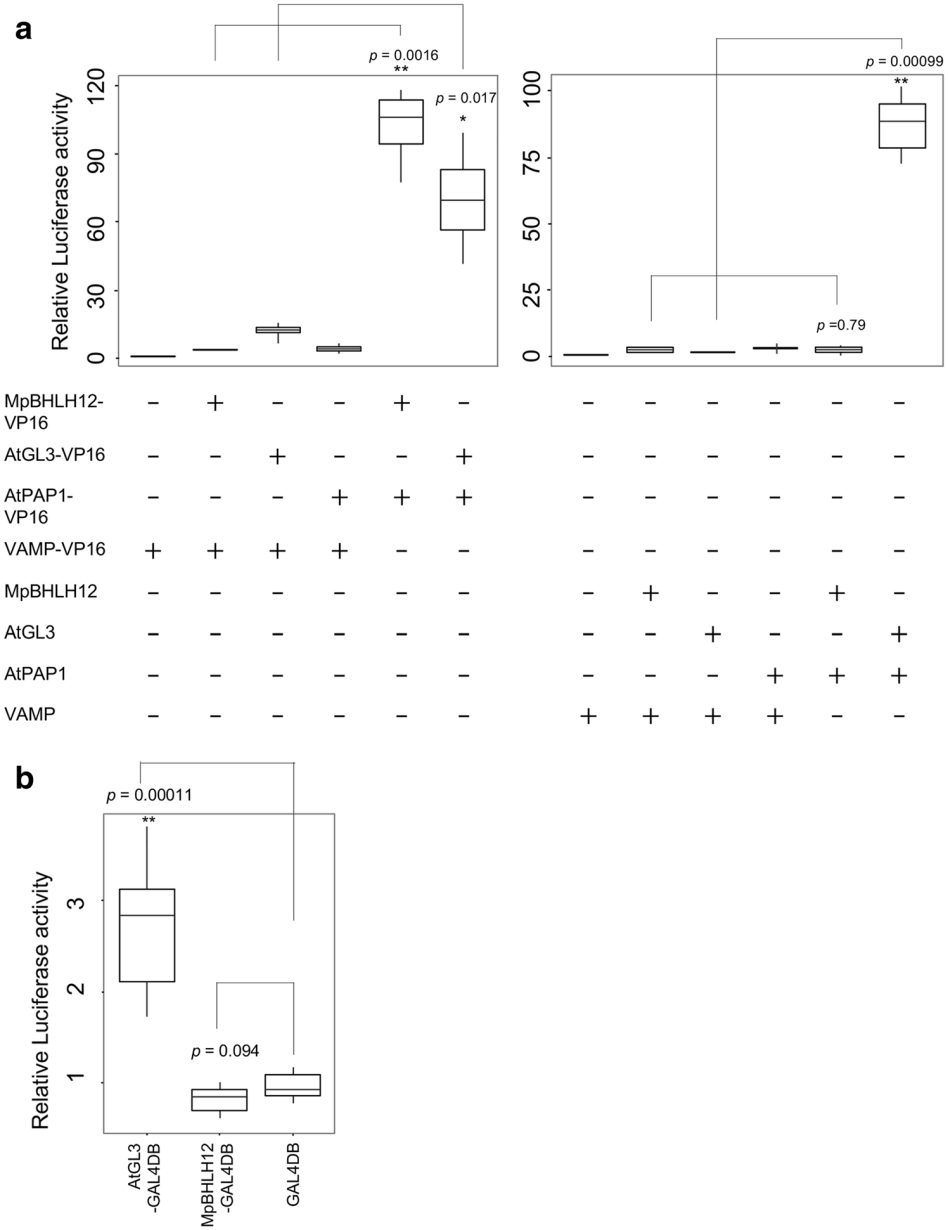
Transient reporter assays performed using *Arabidopsis* protoplasts. **a** Plasmid expressing luciferase (LUC) under the control of the *AtLDOX* promoter was used as a reporter. The transcription factor (TF) used in each effector plasmid is shown as (+) under the boxplots. Plasmid encoding a vesicle-associated membrane protein (VAMP) was used as a negative control. Statistically significant data are indicated with asterisks (*p < 0.05; **p < 0.01; *n* = 4). **b** Plasmid expressing LUC under the control of a GAL4-binding sequence (UAS) was used as a reporter (*n* = 8). GAL4DB is bound to UAS. Activity of the protein added as an effector was measured

## Discussion

In this study, we isolated the gene encoding IIIf bHLH protein, *MpBHLH12*, from *M. polymorpha* and characterized the GRN of this gene. In *A. thaliana*, IIIf bHLH proteins regulate multiple biological events such as the biosynthesis of flavonoids (particularly anthocyanins) and formation of trichomes and root hairs. According to Fig. 1, MpBHLH12 is the closest homolog to the Arabidopsis IIIf bHLH proteins; clades IIId and IIIe are distant from MpBHLH12. Therefore, we speculated that MpBHLH12 would have similar functions to those of IIIf bHLH proteins in higher plants.

In liverwort, gemma cups develop from the epidermal cells of thalli. Since the IIIf bHLH proteins in *A. thaliana* participate in epidermal cell development, the reduction in the size and number of gemma cups in MpBHLH12ox lines could be a characteristic of the IIIf bHLH proteins. However, a comparison between the morphologies of *A. thaliana* and *M. polymorpha* is not straightforward and requires further investigation.

It has been recently shown that *M. polymorpha* accumulates flavones and anthocyanidins (riccionidin A), and *MpMYB14* increases the amount of these flavonoids (Albert et al. 2018; Kubo et al. 2018). In this study, we found that MpBHLH12 activated *MpMYB14* expression. Moreover, some of the genes regulated by MpMYB14 were also affected in MpBHLH12ox lines. These findings suggest that the GRN of *MpBHLH12* is partially similar to that of *MpMYB14*. However, MpBHLH12ox lines did not show dark pigmentation, although *M. polymorpha* constitutively expressing *MpMYB14* showed red pigmentation. This could be because MpMYB14 functions via an alternative pathway, leading to anthocyanidin accumulation, rather than a common pathway with MpBHLH12. However, this possibility has not yet been confirmed, and metabolomics analysis may provide further clues. Furthermore, we found differences in the expression of 82 genes predicted to be involved in shikimate and flavonoid pathways. 

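The 42 genes of Table S3 with a listed change in MpMYB14ox of Kubo et al. all have positive values there. In the MpBHLH12ox lines, 32 of these genes were higher and 7 lower than Tak-1 in both lines. The 39 of them with 1 FPKM or more had a median log2 change of 0.46, above every random list of the same expression (at most 0.17). The 34 expressed genes marked as not significant by Kubo et al. had a median of 0.13, above 99.99% of the random lists matched to them. Their median was thus higher too, but 0 of these 34 genes changed by 1 or more in both lines. Of all 39 genes so marked, 19 were higher in both lines and the rest were not. The difference between these groups was not tested. In Table S3, 11 genes carry numbers from 60 to 72 on scaffold 70, 7 for polyketide/chalcone synthase and 4 for phenylalanine ammonia lyase. The remaining Table S3 gene of this scaffold, Mapoly0070s0036, lies outside this interval and changed by 1.74 in MpBHLH12ox#2 and 1.97 in MpBHLH12ox#3. Every gene of the interval, listed or not, was higher in both lines. The median log2 change was 1.08 for the 7 polyketide/chalcone synthase genes and 0.54 for the 4 phenylalanine ammonia lyase genes. Reads shared between members of a family would make the values of single members uncertain. The 16 expressed genes among the 10 numbers on either side had a median of -0.03. Their mean changes ranged from -0.19 for Mapoly0070s0058 to 0.85 for Mapoly0070s0055, so not every flanking gene was flat.

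**Figure D3:**
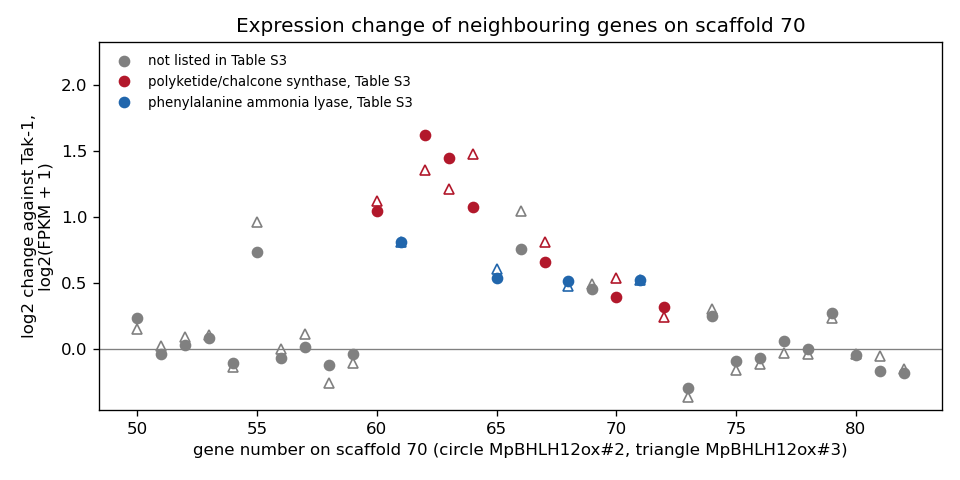
Log2 change against Tak-1 on the log2(FPKM + 1) scale of MpBHLH12ox#2 (circles) and MpBHLH12ox#3 (open triangles), by gene number on scaffold 70. Colours mark the genes of Table S3, and the listed genes from 60 to 72 have mean changes between 0.28 and 1.49.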

*Mapoly0072s0061* (predicted to encode chalcone synthase) was significantly up-regulated in MpBHLH12ox lines compared with Tak-1. 

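Mapoly0072s0061 had 33.7 FPKM in Tak-1, 60.3 in MpBHLH12ox#2 and 75.6 in MpBHLH12ox#3. Its log2 change was 0.82 in MpBHLH12ox#2 and 1.14 in MpBHLH12ox#3, so it did not reach 1 in both lines. Table S3 lists 16 polyketide/chalcone synthase genes outside scaffold 70, this gene included, and the 11 of them with 1 FPKM or more in any group had a median log2 change of 0.27.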

Another interesting gene obtained from the comparison between MpBHLH12ox and *MpMYB14* ectopic expression lines is *Mapoly0047s0001*, which putatively encodes UDP-glucosyl transferase. 

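Mapoly0047s0001 had 26.6 FPKM in Tak-1, 0.88 in MpBHLH12ox#2 and 1.22 in MpBHLH12ox#3. The log2 change was -3.87 in MpBHLH12ox#2 and -3.63 in MpBHLH12ox#3, and its mean of -3.75 became -2.38 with a pseudocount of 5 and -4.55 with a pseudocount of 0.1. Table S3 lists a value of 1.98 in MpMYB14ox for this gene, which is the paper's. Mapoly0010s0013, the other gene of Table S3 that is marked as differentially expressed and was lower in both lines, changed by -0.54 in MpBHLH12ox#2 and -0.56 in MpBHLH12ox#3.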

*Mapoly0047s0001* was the only gene significantly down-regulated in MpBHLH12ox lines; however, this gene was significantly up-regulated in *MpMYB14* ectopic expression lines. According to a recent publication by Clayton et al. (2018), UVB irradiation induces flavonoids and does not induce *MpBHLH12* expression. Moreover, the expression of chalcone isomerase and chalcone isomerase-like genes induced by UVB is not affected in MpBHLH12ox lines, suggesting that the GRN of *MpBHLH12* is distinct from that of flavonoid biosynthesis genes regulated by MpMYB14. 

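The chalcone isomerase gene Mapoly0167s0012 had 51.7 FPKM in Tak-1, 59.8 in MpBHLH12ox#2 and 48.6 in MpBHLH12ox#3. Its log2 changes of 0.21 and -0.09 had opposite directions. The chalcone isomerase-like gene Mapoly0175s0004 had 42.4 FPKM in Tak-1, 50.9 in MpBHLH12ox#2 and 47.0 in MpBHLH12ox#3, log2 changes of 0.26 and 0.15. The qRT-PCR standard Mapoly0024s0116, with 3564 FPKM in Tak-1, changed by 0.19 and 0.15. The averages give no spread between replicates for these sizes. In Table S3, the paper's FDR in MpBHLH12ox#2 and MpBHLH12ox#3 is 0.589 and 0.923 for Mapoly0167s0012, and 0.445 and 0.825 for Mapoly0175s0004. For MpMYB14ox, Table S3 lists 3.92 (Kubo et al.) and 2.8 (Albert et al.) for Mapoly0175s0004. For Mapoly0167s0012 it lists no value of Kubo et al. and -0.16 by Albert et al. The paper cites Clayton et al. that UVB raises flavonoids but not MpBHLH12, and describes these genes as induced by UVB. From this and their absence of a change here, it proposes that the MpBHLH12 network is distinct from that of flavonoid genes under MpMYB14.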

Gene expression profiles of MpMYB14ox in two groups by Albert et al. (2018), and Kubo et al. (2018), were slightly different (Fig. 5). This could be due to their growth condition and/or different background strain, Tak-1 in Kubo group and our experiments, and Sey-1 and Aud-2 in Albert group of MpMYB14ox which might have affected the GRN involving MpMYB14; therefore, direct comparison of MpMYB14ox and MpBHLH12ox under identical environmental condition might be required. At present, we do not have sufficient information to predict the relationship of GRNs of MpBHLH12 and MpMYB14; transcriptomics using inducible MpBHLH12 might help elucidate the dynamics of metabolic pathways.

We predicted that MpBHLH12 was an activator because conserved amino acids in the IIIf bHLH proteins responsible for transactivation were also conserved in MpBHLH12 (Fig. S2). However, MpBHLH12 did not activate the *AtLDOX* gene promoter, despite its association with AtPAP1. We propose that MpBHLH12 functions in gene repression rather than activation. It is possible that the IIIf bHLH proteins harbor an unknown conserved region that affects transcriptional activity. Further studies on IIIf bHLH proteins in other terrestrial plants are needed for elucidating the mechanism of GRNs of genes encoding IIIf bHLH proteins.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

# Supplementary material for: Genome-wide analysis of MpBHLH12, a IIIf basic helix-loop-helix transcription factor of Marchantia polymorpha
**Source:** J Plant Res. 2019 Mar 6;132(2):197–209. doi: 10.1007/s10265-019-01095-w
**Supplement:** Supplementary file 1 — Supplementary material 1

## Electronic supplementary materials

**Title:**

Genome-wide analysis of MpBHLH12, a IIIf basic helix-loop-helix transcription factor of *Marchantia polymorpha*

**Authors:**

Haruka Arai, Kazuya Yanagiura, Yuko Toyama, Kengo Morohashi

**Journal:**

Journal of Plant Research

**Content:**

Figs. S1–S2

Tables S1

Figure S1.

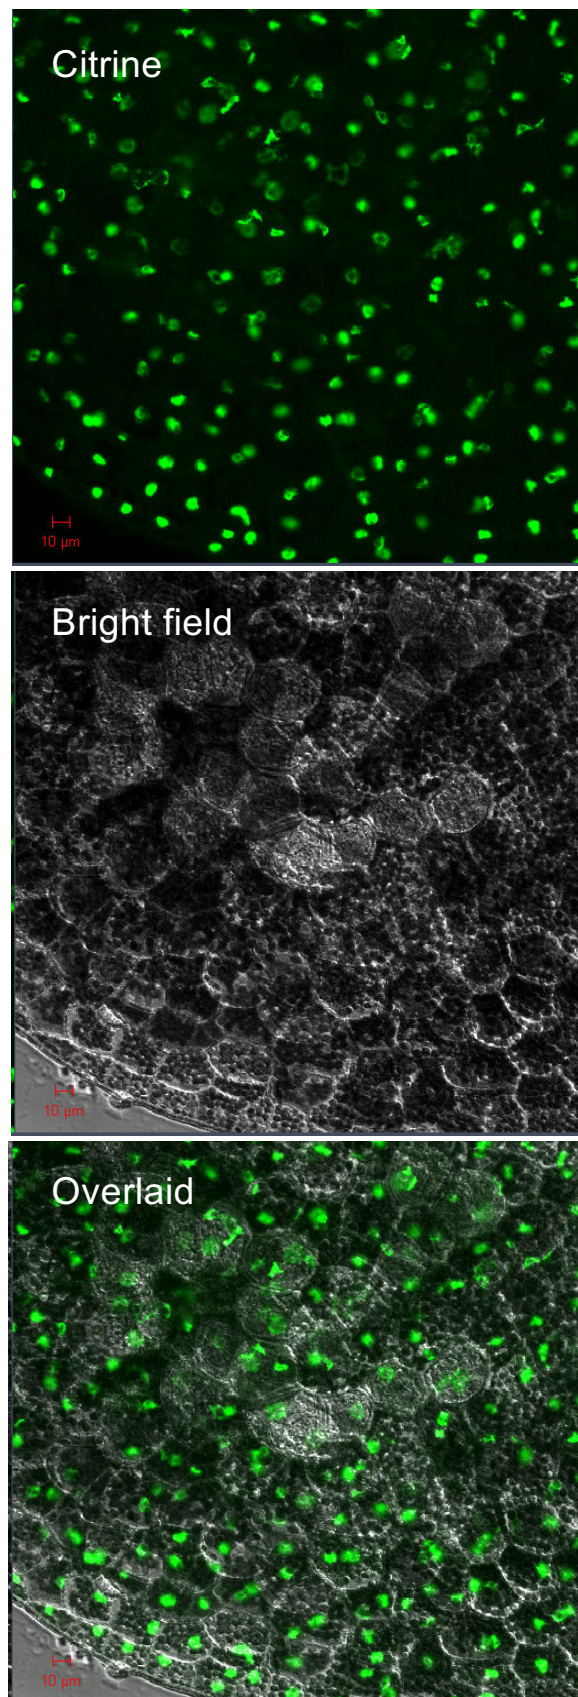

**Fig S1.** Citrine expression in MpBHLH12ox#2. MpBHLH12:Citrine fluorescence was observed as foci in a nucleus. Top, middle and bottom panels show citrine, bright field and overlaid pictures, respectively. Scale bars = 10 µm

Figure S2.

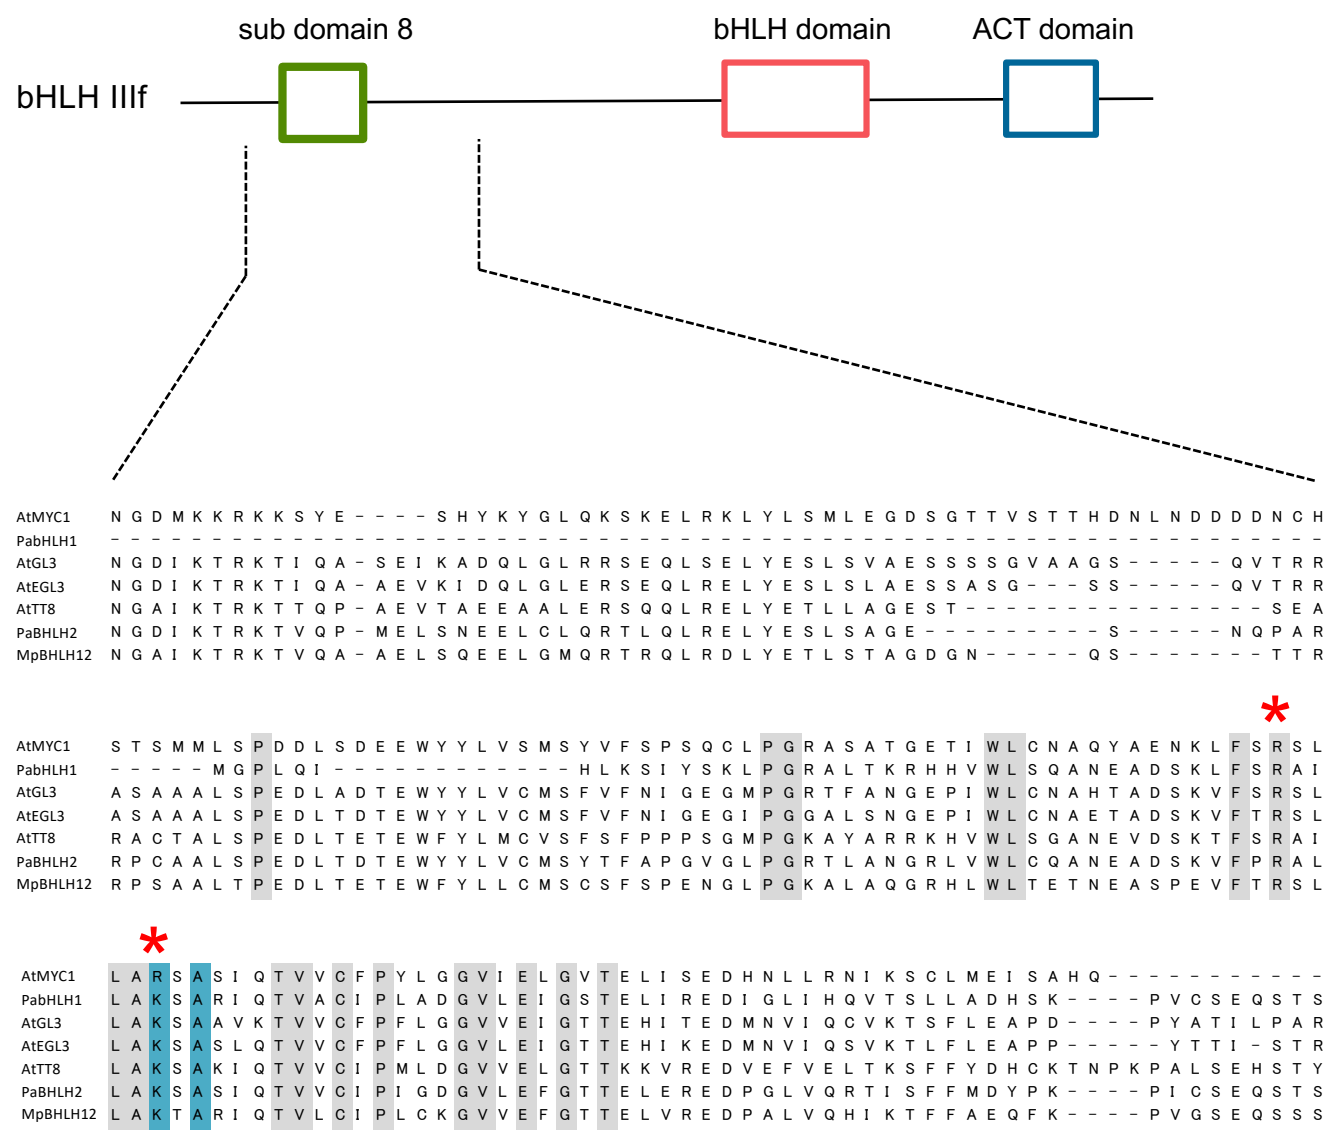

**Fig S2.** Amino acid alignment of IIIf-clade bHLHs from *A. thaliana*, *P. patens*, and *M. polymorpha*. The portion shown in gray is an amino acid that was common among all bHLHs. Light blue indicates an amino acid involved in transcriptional activation. Red asterisk indicates an amino acid known to affect association with R2R3 MYB.

Table S1.

**Table S1.** Primer list used in this manuscript

| Primer name               | Sequence                          |
|---------------------------|-----------------------------------|
| HA_nest_Mapoly0031s0161_f | 5'-AAACGATTCGGCCTGCAGTAATCG-3'    |
| HA_nest_Mapoly0031s0161_r | 5'-GCTTGCATTGCAGCTCAGTGTAG-3'     |
| HA_TOPO_Mapoly0031s0161_f | 5'-CACCATGGCTGGAGCGGGCAAAGAAAT-3' |
| HA_TOPO_Mp_r              | 5'-TCTGGAGCCCATCCCAGCAGCGG-3'     |
| HA_qrt_Mapoly_seq_p1      | 5'-CGAGCTCAGTCAAGAGGAAC-3'        |
| HA_qrt_Mapoly_seq_p2      | 5'-CAACAGCCAGGACGAAGTGG-3'        |
| HA_qrt_Mapoly_seq_p3      | 5'-CTTCGTCTGACTGGAGAATGAC-3'      |
| HA_qrt_Mapoly_seq_p4      | 5'-CGTGAATGTCAGCTTCGACG-3'        |
| HA_qrt_Mp0031s0161_2_f    | 5'-CGTGCTCATTCTCGCCGG-3'          |
| HA_qrt_Mp0031s0161_2_r    | 5'-GGGCTGGCCTCATTGGTC-3'          |
| HA_qrt_MpEF1_F            | 5'-AAGCCGTCGAAAAGAAGGAG-3'        |
| HA_qrt_MpEF1_R            | 5'-TTCAGGATCGTCCGTTATCC-3'        |
| HA_qrt_Mapoly0028s0058_F  | 5'-GGTCCATCCCGCCGCTCATGA-3'       |
| HA_qrt_Mapoly0028s0058_R  | 5'-GAGTTGAACAGTCGCTCGAC-3'        |
| HA_qrt_Mapoly0046s0038_2F | 5'-CGAGGCGGCCATGCAGATTC-3'        |
| HA_qrt_Mapoly0046s0038_2R | 5'-GATTGGACTGCGTCGAGGTG-3'        |
| HA_qrt_Mp0001s0298_F      | 5'-CTCCGGCTGGACTTCGCG-3'          |
| HA_qrt_Mp0001s0298_R      | 5'-GATCTCTTTCCACTGGCC-3'          |
| HA_qrt_Mapoly0041s0025_F  | 5'-CCACCTCCGAGCTCCAAGCTC-3'       |
| HA_qrt_Mapoly0041s0025_R  | 5'-CGGCACTGGCGGATTCTTCG-3'        |
| HA_qrt_Mapoly0166s0010_F  | 5'-CGAGTTTCACTCCGCGCCTC-3'        |
| HA_qrt_Mapoly0166s0010_R  | 5'-CTCCTCTGTGTAGCTCGCTG-3'        |
| KM_qrt_newPDF2-F          | 5'-TCCGAGATCACATGTTCCAAACTC-3'    |
| KM_qrt_newPDF2-R          | 5'-CCGTATCATGTTCTCCACAACCG-3'     |
| YT_qrt_GL3_F              | 5'-ACCGTCAATTGCAAGCACAAG-3'       |
| YT_qrt_GL3_R              | 5'-GCAACCCTTTGAAGTGCTTCTTTG-3'    |
| YT_qrt_LDOX_F             | 5'-TTGGCTAACAACGCGAGTGGAC-3'      |
| YT_qrt_LDOX_R             | 5'-GCGTACTCACTCGTTGCTTCTATG-3'    |

How the deposited data were processed for this re-analysis (not part of the article)

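RNA-Seq was made from 3-week-old thalli of Tak-1, MpBHLH12ox#2 and MpBHLH12ox#3, with 3 replicates in each group by the sample labels. The authors mapped reads with Bowtie2 to the JGI 3.1 genome, determined fragments with HTseq and tested them with EdgeR; versions are not given in the sources used here. The authors deposited FPKM as 1 average per group for 19287 genes, and the program that made the FPKM values, the annotation and any filter are not given in the sources used here. Gene identifiers were used as the table gives them. None of them matched the reference table of assembly MpTak2_v7.1 (0 matches), so names came from the paper and its tables only, and MpMYB14 and MpMYB02 were not analysed here.

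From these averages, log2(FPKM + 1) of each line minus Tak-1 was computed. The plan for replicate values was a linear model test; as the table holds 1 value per group, the rule set for that case was used, a log2 change of at least 1 in the same direction in both lines. No replicate error, depth or test across replicates was obtained, and values are descriptions of these averages. Gene lists were compared with 10000 random lists matched on 20 bins of mean expression, among the 13324 genes with 1 FPKM or more in any group. Correlations across genes with the paper's MpMYB14ox values used 100000 permutations, and neighbouring genes were compared with 10000 permutations of gene positions. The shared Tak-1 control was examined with 100 simulations of unchanged groups.

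The genes named in the text were set before the data were examined. They were those the paper names by identifier, members of Table S3, and 2 groups. The groups were the bHLH genes of its phylogeny and the qRT-PCR targets that Table S1 names by a M. polymorpha gene identifier. The rule also took the 5 largest mean increases and 5 largest mean decreases among genes passing the size rule. The values of Table S3 had been seen by then. Mapoly0004s0139 lies outside this rule and was named after its values were seen. The alternatives were pseudocounts of 0.1 and 5, rescaling to a median change of 0, filters at 1 FPKM in any group and a mean of 5 FPKM, sizes of 0.5 and 2, and other data sets and gene sets for the correlation. Table S2 was held for the first 10.0% of its 19287 rows and used for annotation and for comparing fold changes only. The fold changes in Table S2 differed from those computed here by at most 4.7e-06 in MpBHLH12ox#2 and 0.0029 in MpBHLH12ox#3.

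The scripts were tested on simulated data. For genes changed in both lines, 200 of 17939 simulated genes were given a log2 change of 2, of which 100% were recovered, and 11 unchanged genes were called. The 200 genes were drawn only from genes well expressed in Tak-1, with a change larger than the size rule. The recovery thus does not cover genes of low FPKM or changes near the rule. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Imaging, qRT-PCR, anthocyanin and reporter assays were not analysed here.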

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

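The tests in this part were chosen after the values were seen. The 4 genes with the largest mean increase other than MpBHLH12 are outside the genes the paper discusses, and each is above its Tak-1 level in both lines. The mean log2 change was 7.73 for Mapoly0035s0093, 6.37 for Mapoly0016s0173, 4.49 for Mapoly0015s0172 and 4.26 for Mapoly0041s0039. Mapoly0035s0093 had 0.11 FPKM in Tak-1, 364.4 in MpBHLH12ox#2 and 151.3 in MpBHLH12ox#3. Mapoly0016s0173 had 3.43, 477.7 and 280.1 FPKM in the same order.

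The averages do not give the number of fragments behind each value. Noise from few fragments would also set the lines apart from each other, but over all 19287 genes the largest difference between the lines was 2.80 on the log2 scale, below the smallest change of the 4 genes in either line, 4.03. This argues against few fragments, taking Tak-1 to be about as deep as the lines: 1978 genes were at 0 in Tak-1, 2033 in MpBHLH12ox#2 and 1982 in MpBHLH12ox#3. The rise is in the averages of both lines, and a low Tak-1 average leaves no Tak-1 library high, so no single library makes it. How evenly the libraries of a line share its rise is not in the averages. Sequence carried on the same transcript as the transgene would give each gene the ratio of the lines seen for MpBHLH12, a log2 ratio of line 3 to line 2 of -0.21. The 4 genes spread over a range of 1.23, above 98.5% of random sets of 4 genes of like level, which argues against it for the 4 genes as a set. For Mapoly0041s0039 alone, with a log2 ratio of -0.0327, this cannot be told apart from a change of the gene itself, because its ratio lies near that of MpBHLH12. An effect of MpBHLH12 stays open as a hypothesis. Both lines are transformants and Tak-1 is not, so the design does not separate it from an effect of transformation.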

How the results depend on the processing

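The alternatives below were set before the data were examined, except a pseudocount of 0.01, no pseudocount, the further Albert et al. gene sets and the MpMYB02ox correlations, which were chosen after seeing the data. No paired analysis was possible because the table holds 1 average per group and no column carries a replicate number. For the same reason, leaving out each replicate, a replicate block, a model without trend and a fit with only 1 line and Tak-1 were not run. Depth could not be examined.

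The mean log2 change of MpBHLH12 moved from 4.58 to 4.35 with a pseudocount of 5. The correlation of the lines was 0.835 with a pseudocount of 0.1, 0.901 with 5, 0.894 over genes with 1 FPKM or more in any group and 0.910 over genes with a mean of 5 FPKM or more. It was 0.799 without a pseudocount and 0.719 with a pseudocount of 0.01. Shifts were judged against a resampling error of 0.0051 over genes. Rescaling the lines changed no result by more than this kind of spread, since the median log2 ratios were 0.0016 and 0.0021.

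The number of genes changed in both lines was 410. It was 883 (442 increased, 441 decreased) with a pseudocount of 0.1, 176 (80 and 96) with 5, 1618 (791 and 827) with 0.01, 1547 (836 and 711) at a log2 change of 0.5 and 75 (38 and 37) at 2. Over genes with a mean of 5 FPKM or more it was 273, with 124 decreased, since that filter tests fewer genes. With the mean of both lines past the size it was 559. Of the 82 genes of Table S3, 11 changed, against 7 with a pseudocount of 5, 24 at a log2 change of 0.5 and 1 at 2. A larger size or pseudocount lowers such counts by construction. The median change of the list stayed between 0.22 and 0.28.

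The correlation with MpMYB14ox was positive with the Kubo et al. values under every setting chosen beforehand, with r from 0.194 to 0.305, and no permutation p of r was under 0.05. For Spearman's rho, the permutation p was 0.0279 over all genes with a Kubo et al. value (rho = 0.340, Benjamini-Hochberg adjusted 0.130 over 14 relations). Over all genes with an Albert et al. value, rho was -0.334, with a permutation p of 0.0199 and the same adjusted p. With the MpMYB02ox values and N.S entries counted as 0, rho was 0.533, with a permutation p of 0.0122 and again that adjusted p. It reversed with the Albert et al. values, to -0.281 over the marked genes, -0.224 over all listed genes and -0.121 with N.S entries counted as 0; the cause was not tested. The correlation of neighbouring genes stayed above every permuted value, from 0.229 to 0.238.

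Of 23 other named genes, a pseudocount of 0.1 moved 15 and a pseudocount of 5 moved 17 by more than the spread of the lines. A smaller pseudocount enlarges a log2 change and a larger one shrinks it by construction, so these settings do not test the direction.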

Differences from the paper's values

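The paper reports 1205 differentially expressed genes, 647 up-regulated and 558 down-regulated, by FDR in both lines; the rule of size used here gave 410, 208 and 202. This is another criterion, since a test needs replicate values. Of the alternatives set before the data were examined, a pseudocount of 0.1 (883, 442 and 441) and a log2 change of 0.5 (1547, 836 and 711) came within 1.5 times each of the paper's numbers, and a pseudocount of 5, rescaling, both filters, a log2 change of 2 and the mean of the lines did not.

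For Table S3 the paper reports 23 differentially expressed genes and the size rule gave 11. A log2 change of 0.5 gave 24, within 1.5 times, and none of the other settings chosen beforehand did.

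The paper gives p = 0.09 for its correlation with MpMYB14ox over 23 genes, with r = 0.28. Here r was 0.263 over the 16 of these genes with a Kubo et al. value, and the permutation p was 0.378. The paper's text does not name the column or the test. The permutation tests here were all two-sided, and the paper does not say whether its test was. None of the settings chosen beforehand brought the p of r within 1.5 times the paper's, the closest being 0.188 over all genes with a Kubo et al. value. The permutation p of Spearman's rho with N.S entries counted as 0 was 0.0651, which is within that range. With MpBHLH12ox#3 alone r was 0.278.

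The paper describes Mapoly0047s0001 as the single down-regulated gene of the comparison. Table S3 also marks Mapoly0010s0013 as differentially expressed, and its log2 change here was -0.54 in MpBHLH12ox#2 and -0.56 in MpBHLH12ox#3, where the paper's FDR is 0.0419 and 0.0473. For MpMYB14ox, Mapoly0010s0013 has no listed value of Kubo et al. and -0.05 by Albert et al. Among the marked genes with a value of Kubo et al., Mapoly0047s0001 was the only decreased gene. The difference from the paper thus depends on the set of genes meant. By the size rule, Mapoly0047s0001 was the 1 decreased gene of the list.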

Other observations

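The neighbour tests, and the test of unlisted genes on scaffold 70, were planned before their values were seen; the other tests in this part were chosen after values were seen, those of Table S3 from its printed values.

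Neighbouring genes changed together. Across 9453 pairs of consecutive gene numbers with 1 FPKM or more, the mean log2 changes had r = 0.238, against at most 0.039 in 10000 permutations of gene positions, which argues against chance placement. Without scaffold 70 r was 0.235, so this cluster alone does not make the pattern. Reads shared between similar adjacent genes, overlapping gene models and shared regulation were not separated here and stay open.

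The genes of Table S3 numbered 60 to 72 on scaffold 70 rose together. Reads shared within one gene family are argued against as the whole cause, since the median of the family that rose less was 0.54; sharing inside each family stays open. Extra copies of the whole region would raise all genes alike, but the mean log2 changes ranged over 1.21, against a largest difference between the lines of 0.40. The genes of the interval that Table S3 does not list had a median change of 0.69, as a change of the whole region would give, but there are only 2 of them. A change of chromatin over the interval may be involved, as a hypothesis, and so may regulators acting on each gene, which would give the same values. Mapoly0070s0036, a polyketide/chalcone synthase gene of Table S3 on the same scaffold but outside the interval, had a mean log2 change of 1.86, larger than any listed gene of the interval. A change confined to the interval would not account for this gene, so the explanations stay open.

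The 82 genes of Table S3 had a median change of 0.27 over the 74 expressed ones, above all of 10000 random lists. This argues against chance among genes of the same expression drawn singly. Some listed genes are neighbours, and neighbouring genes changed together, so the random lists may spread too little for such a list. The averages carry no replicate error, and the design does not separate an effect of MpBHLH12 from one of transformation.

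The correlation of the lines could rest in part on noise in the shared Tak-1 average. As the whole cause of the changes shared by the lines this is argued against by the study's own test, which uses the replicates. In the first 10.0% of the rows of Table S2, the paper's FDR is under 0.05 in both lines for 92 genes. The simulations of unchanged groups, which assume that Tak-1 is as noisy as a line, gave r of at most 0.534 against 0.888 and at most 32 genes past the size rule against 410. The covariance of the changes was 7.96 times the variance between the lines. As the noise of the Tak-1 average is unknown, how much of r it adds over the remaining genes cannot be told apart from an effect present in both lines.

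Genes on scaffolds with 5 genes or fewer made up 5.45% of the decreased genes, within the central 95% of random lists of the same expression (0.99% to 5.94%), so an impression that they were frequent there did not hold. Among the increased genes the share was 9.62%, 20 of 208 genes, above every random list (at most 8.17%). This was not looked for in advance, and no explanation was tested beyond chance.

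Of the 11 other bHLH genes of the phylogeny, 8 had 1 FPKM or more in any group. Mapoly0013s0167 rose from 1.42 FPKM in Tak-1 to 6.55 in MpBHLH12ox#2 and 4.61 in MpBHLH12ox#3, and Mapoly0028s0058 fell from 4.44 to 0.78 and 0.75. Table S1 names 5 qRT-PCR targets by a gene identifier of M. polymorpha, other than MpBHLH12 and the standard. Of these 5, 3 were decreased and 1 increased by the size rule.

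In the first 10.0% of the rows of Table S2, the paper's FDR for MpBHLH12ox#2 takes its smallest value, 0.000934, in 65 rows, and that for MpBHLH12ox#3 its smallest value, 0.000992, in 55 rows. No cause was examined.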
